A study of Mus musculus with 20 samples.

How the data were processed

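Hippocampal RNA from 20 adult male mice was sequenced in bulk, 5 mice in each of 4 groups, and each library came as 1 table of raw counts per gene. Per the labels, the animals were 10 to 12 weeks old, 1 frozen hippocampus was used per mouse, total RNA was purified with a Qiagen RNeasy Plus Universal Mini kit, and the tissue went to Azenta Life Sciences. Per the file headers, the deposited counts are in the layout that featureCounts writes, with 49671 genes, their coordinates, strand and length. The labels call these values raw counts, and they are whole numbers whose totals differ between libraries. The aligner, the counting program and its version, the strandedness, the treatment of reads that map to several places and the annotation release are not stated in the labels or the headers. Strand use therefore remains open for genes that overlap a gene on the opposite strand.

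The genome build is not named either. The gene coordinates were compared with GENCODE M21, an annotation of the mouse build GRCm38. Of the 49671 identifiers, 49412 occur in it and 45214 have the same start and end, and the coordinates given here are those of the deposited tables. Gene symbols were taken from GENCODE M21. The 259 identifiers without a symbol hold 0.0415% of all counts, 148 identifiers share a symbol with another one, and 0 lines named no gene.

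Groups and replicate numbers were taken from the sample titles. The control group received isotype antibody. The ICI group received antibodies against CTLA-4 and PD-1. The melanoma group carried D4M-3A.UV2 tumours and received isotype antibody, and the melanoma plus ICI group carried the tumours and received both checkpoint antibodies. No library was left out. Within each group, all pairs of libraries were compared by a chi-square statistic over genes, which lay between 11.1 and 129 per gene over the 40 pairs, so no pair agreed within sampling noise.

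Gene tests used edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the group, at its minimum count of 10 and minimum total of 15, which left 18427 genes. Library sizes were scaled by TMM, with factors between 0.9555 and 1.0432. A quasi-likelihood model with robust estimation was fitted to all 20 libraries with 1 mean per group and no covariate. The median prior degrees of freedom were 3.57, beside 16 residual degrees of freedom. There were 8 contrasts. Of these, 5 compare a pair of groups, 2 average the effect of ICI over tumour status or of melanoma over ICI status, and 1 is the interaction, the ICI effect in tumour-bearing mice minus that in tumour-free mice. P-values were adjusted by Benjamini-Hochberg within a contrast, with a threshold of 0.05. CPM means counts per 1000000 of the TMM-scaled library size. Values per library on the log2 scale were computed with a prior count of 2, apart from those of Trbc2 and of summed T cell gene counts in the relations across libraries.

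These choices, the 16 gene sets, the 11 listed genes, the 13 marker lists and the rule for naming genes were fixed before the data were examined. The rule names, per contrast, the 3 largest rises and the 3 largest falls past the threshold among genes with a symbol and a mean of at least 1 CPM. If no gene passes, it names the 1 gene with the smallest p-value, whatever its mean. Other genes in the text, among them Lcn2, Trbc2, Adora2a, Drd2 and Ttr, were picked after their values were seen.

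Gene sets were tested two-sided with camera in limma 3.58.1, with its preset correlation of 0.01 between genes, and adjusted over the 16 sets within each contrast. The written plan spoke of log CPM and of the edgeR count object at once. The count object was used, for which camera works on z-scores of the counts, and camera on log2 CPM was added as an alternative. The sets were homeostatic microglia, reactive microglia, complement, type I interferon response, antigen presentation and interferon gamma response, T cells, reactive astrocytes, inflammatory cytokines and inflammasome, synapse, immediate early genes, myelin, mitochondrially encoded and nuclear-encoded respiratory chain, neurodegeneration-associated genes, endothelium and blood-brain barrier, and adult neurogenesis. A score is the mean log2 CPM of a list's tested members in a library. The marker lists for choroid plexus, meninges, red blood cells, striatum, thalamus, neocortex, dentate gyrus, fields CA1 and CA3, melanocytes, the Y chromosome, X inactivation, and plasma and B cells served only as scores.

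The alternatives fixed at the same time were size factors in place of TMM, DESeq2 1.42.0, limma voom with quality weights, no filter, only the 2 groups compared, the replicate number as a block, 1 surrogate variable from sva 3.50.0, fry, a correlation estimated per set, and leaving out each library in turn. Alternatives added after the data were seen were removal of each library's trend with GC content and gene length, 4 tissue scores as covariates, the meninges score as a covariate, fry with each of these corrections, camera on log2 CPM, and leaving out 2 libraries rich in short transcripts. The 4 tissue scores were those of choroid plexus, striatum, neocortex and dentate gyrus, the last a part of the hippocampus. The first version of the trend removal lost the library size scaling by a programming error. It was found from a shift in the median of all genes after its output had been seen, and it was corrected. GC content was known for 18367 of the 18427 genes, or 99.7%. Other splits of the libraries were drawn 100 times per contrast with the real one included.

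The gene tests were tested on simulated data for ICI against control, with the 18427 genes and their means and library sizes. The changed genes were drawn from those with a mean of at least 1 CPM, so recovery of weaker genes was not measured. Of 100 genes changed 2-fold, edgeR recovered 73, and of 100 changed 1.5-fold it recovered 45, with 3 false calls. DESeq2 recovered 80 and 59 with 18 false calls. In a simulated comparison of melanoma plus ICI with control without changes, edgeR made 0 calls and 4.85% of genes had an unadjusted p under 0.05. Simulated genes vary independently of each other, which the real ones do not.

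Total counts per library lay between 21990624 and 25735149. The common biological coefficient of variation was 0.221, so the spread between animals, rather than counting error, limits the precision for all but the weakly expressed genes. The median standard error of a log2 fold change was 0.16 for a pair of groups, 0.12 for an averaged effect and 0.23 for the interaction.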

Results

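Gene expression was measured by bulk RNA sequencing in single hippocampi of 20 adult male wild-type mice. The series concerns the effects of immune checkpoint inhibition on inflammation and degeneration in the brain. Mice either carried no tumour or received intradermal injections on both sides of D4M-3A.UV2 cells, a syngeneic mouse melanoma line, with 500000 cells per injection and 1 week for engraftment. Mice of both kinds then received either isotype-matched control antibody or a combination of immune checkpoint inhibitors (ICI). The inhibitors were an antibody against CTLA-4, at 1 mg per dose and 3 doses per week, and one against PD-1, at 200 µg per dose and 2 doses per week. The labels state 3 weeks of ICI for the tumour-bearing mice. Brains were taken 72 hours after the last injection. The 4 groups, control, ICI, melanoma, and melanoma plus ICI, held 5 mice each. The labels' short design line names the control, melanoma and ICI-treated melanoma animals, while their protocol describes all 4 groups.

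Sequencing depth was alike in the groups. In units of 1000000 counts, the total was 23.4 ± 1.28 (SD, n = 5) in control, 23.1 ± 1.06 in ICI, 23.4 ± 0.899 in melanoma and 24.2 ± 1.18 in melanoma plus ICI. Single libraries held between 21990624 and 25735149 counts. Between 24674 and 26194 genes had at least 1 count per library. The numbers in the library names, whose meaning is not given, interleaved in 0 of the 6 pairs of groups, so a batch that followed them and the groups cannot be told apart in any contrast. Genes of the mitochondrial genome took 3.08% to 5.10% of the counts.

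The groups did not separate in the whole profile. The first 4 principal components held 23.4%, 15.1%, 12.2% and 10.8% of the variance, and the share of each that lay between groups was within what reassigned labels give, with permutation p-values of 0.914, 0.361, 0.458 and 0.147 from 100000 resamples. Over all genes, 15.7% of the variance lay between groups, against a mean of 15.8% for reassigned labels (permutation test, p = 0.471). The mean correlation of log2 CPM across genes was 0.978 for the 40 pairs of libraries within groups and 0.978 for the 150 pairs between groups. Control replicate 4 and melanoma plus ICI replicate 1 lay apart from the other libraries on the first component, at -71.4 and -61.5.

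**Figure D1:**
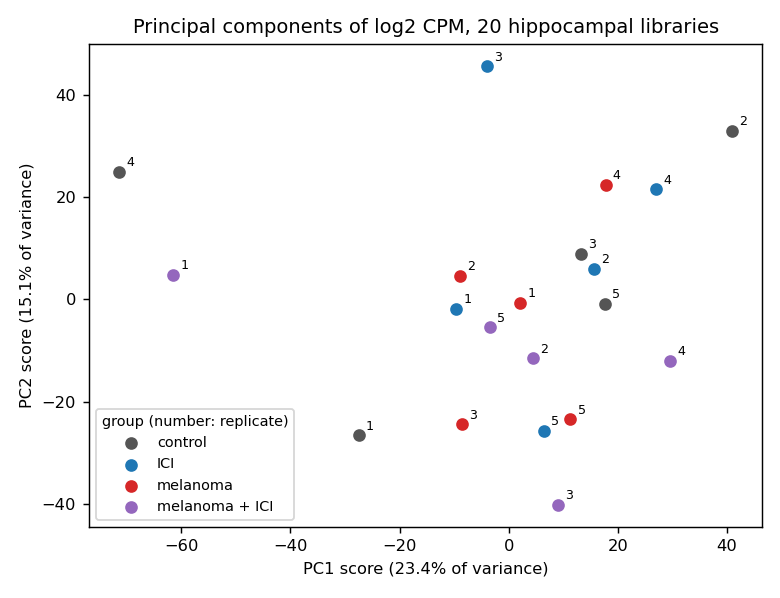
Scores of the 20 libraries on the first 2 principal components of log2 CPM, which hold 23.4% and 15.1% of the variance. Each point is a library, coloured by group and numbered by replicate. The groups overlap, and control replicate 4 and melanoma plus ICI replicate 1 lie to the left of the rest.

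Marker lists showed unequal amounts of neighbouring tissue, and of parts of the hippocampus itself, in the libraries, in every group. The choroid plexus score, a mean log2 CPM, ran from -0.23 to 6.27 over the 20 libraries, a 90.5-fold range. The striatum score ran from 2.69 to 6.56, the dentate gyrus score from 3.20 to 5.90, the meninges score from 1.79 to 4.25 and the neocortex score from 3.68 to 5.80. Ranges were narrower for the thalamus, from 3.72 to 4.54, for field CA1, from 5.45 to 6.77, and for field CA3, from 2.84 to 3.93. Dentate gyrus and fields CA1 and CA3 are parts of the hippocampus. The dentate gyrus score was 4.80 ± 0.89 (SD, n = 5) in control, 5.00 ± 0.73 in ICI, 4.48 ± 0.58 in melanoma and 3.96 ± 0.51 in melanoma plus ICI. That of field CA1 was 6.41 ± 0.13, 6.54 ± 0.19, 6.48 ± 0.18 and 6.10 ± 0.42 in the same order. The red blood cell score lay between -1.61 and 2.73, and that of plasma and B cells between -0.02 and 1.23. Both had their lowest mean in ICI. The red blood cell score was 0.16 ± 1.47 (SD, n = 5) in ICI, 1.56 ± 0.74 in control, 1.55 ± 0.83 in melanoma and 1.41 ± 0.74 in melanoma plus ICI. That of plasma and B cells was 0.27 ± 0.22, 0.66 ± 0.19, 0.54 ± 0.36 and 0.77 ± 0.28 in the same order. The Y chromosome score was between 4.75 and 5.15 and the X inactivation score between -3.01 and -0.03 in all 20 libraries, and all 20 mice are male per the labels. The melanocyte score was 1.82 ± 0.80 (SD, n = 5) in control and 1.67 ± 0.42 in melanoma, and it was 1.39 ± 0.59 in ICI and 1.81 ± 0.57 in melanoma plus ICI. Summed counts of the melanocyte gene Pmel were 74 in control, 72 in ICI, 67 in melanoma and 71 in melanoma plus ICI. Those of Dct were 75, 27, 85 and 65 and those of Tyrp1 15, 13, 12 and 33 in the same order, so these genes did not separate tumour-bearing from tumour-free mice.

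**Figure D2:**
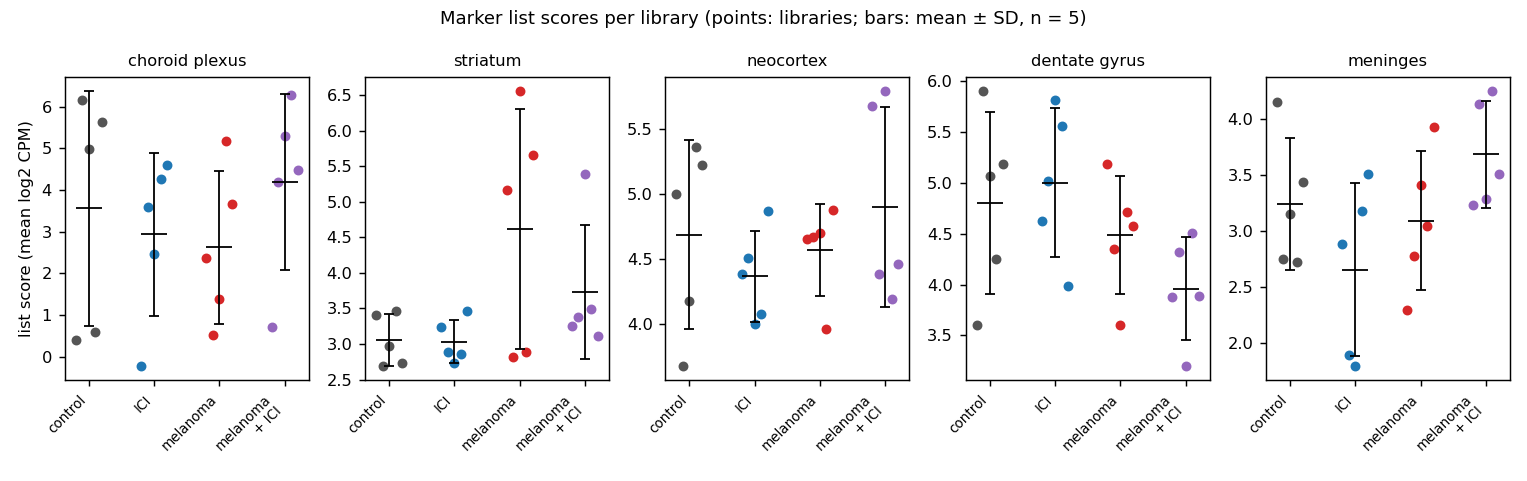
Scores of 5 marker lists per library, as mean log2 CPM of the list's genes, by group. Points are libraries and bars give the mean ± SD (n = 5), with a separate vertical scale in each panel. Choroid plexus spans -0.23 to 6.27 and varies within every group. The 4 libraries with the highest striatum scores, 5.16 to 6.56, belong to the melanoma and melanoma plus ICI groups.

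The list of 11 genes held the antibody targets and markers of glia, complement, synapse and myelin. The targets Pdcd1 and Ctla4 were near the floor and were not tested. Pdcd1 had 9 counts summed over the 5 control libraries, 11 in ICI, 4 in melanoma and 12 in melanoma plus ICI. Ctla4, which overlaps a ribosomal protein pseudogene on the same strand, had 11, 7, 20 and 15. Cd274, the ligand of PD-1, was at 2.30 ± 0.370 CPM (SD, n = 5) in control, 2.41 ± 0.273 in ICI, 2.02 ± 0.486 in melanoma and 1.98 ± 0.683 in melanoma plus ICI. Over the 9 tested genes, 0 passed the threshold in any of the 8 contrasts, both over all genes tested and adjusted over the list alone. At an unadjusted p under 0.05 the list gave 1 gene in melanoma plus ICI against ICI, 1 in the interaction and 0 in the other contrasts. The gene was Dlg4 (chromosome 11, 70017085 to 70045532), the postsynaptic density protein PSD-95. It was at 894 ± 87.8 CPM in ICI and 758 ± 45.8 CPM in melanoma plus ICI, a log2 fold change of -0.24 (SE 0.09), with an adjusted p of 0.106 over the list and 0.563 over all genes. The other tested genes gave means in control and in melanoma plus ICI that differed by less than the spread between replicates. Gfap was at 347 ± 56.9 and 298 ± 62.0 CPM, Aif1 at 3.23 ± 1.08 and 3.34 ± 0.441, Cd68 at 6.50 ± 0.864 and 6.05 ± 0.521, C1qa at 34.6 ± 11.4 and 31.2 ± 3.88, Syp at 1179 ± 247 and 1192 ± 201, Mbp at 3004 ± 1216 and 2646 ± 1012, and Bdnf at 44.6 ± 11.5 and 37.2 ± 13.4.

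No gene passed an adjusted p of 0.05 in any of the 8 contrasts over 18427 genes. At an unadjusted p under 0.05, 5% of these, or 921 genes, are expected by chance if genes vary independently. ICI against control, the effect of the inhibitors without a tumour, gave 964 genes, 383 higher and 581 lower. Melanoma against control, the effect of the tumour alone, gave 941, 497 higher and 444 lower. Melanoma plus ICI against control gave 438, 203 higher and 235 lower. Melanoma plus ICI against melanoma, the effect of the inhibitors with a tumour, gave 1013, 485 higher and 528 lower, and melanoma plus ICI against ICI gave 1590, 759 higher and 831 lower. The averaged effects of ICI and of melanoma gave 403 and 799. The interaction, which asks whether the inhibitors act differently with a tumour, gave 1892, 1103 higher and 789 lower. Of the alternatives, DESeq2 moved the interaction most, with 47 genes past the threshold, 43 higher and 4 lower, and limma voom moved melanoma plus ICI against melanoma most, with 25 genes where DESeq2 gave 0 past the threshold and 1124 at an unadjusted p under 0.05. Splits of the same libraries into other groups of the same sizes often gave as many genes, in 8 of 100 splits for melanoma plus ICI against ICI, 13 for the interaction and from 20 to 72 for the other contrasts.

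**Figure D3:**
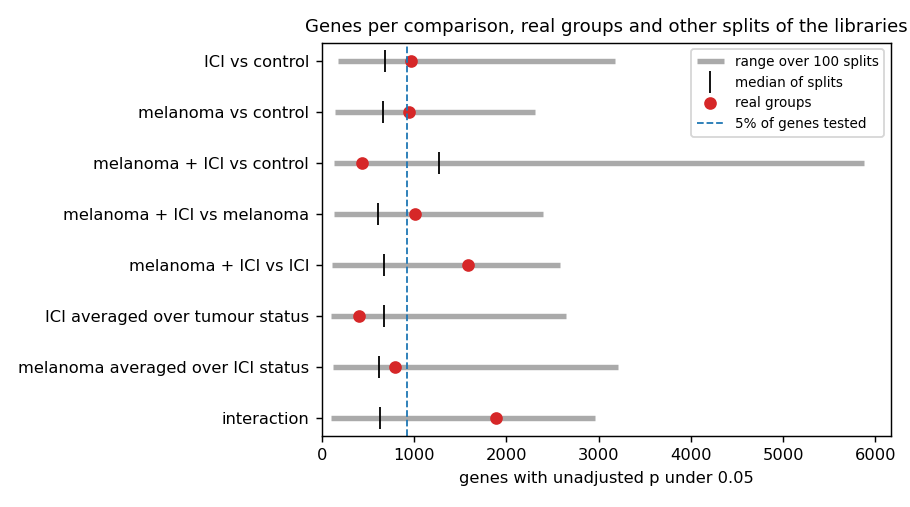
Genes with an unadjusted p under 0.05 in each of the 8 contrasts. Red points are the real groups, grey bars the range and black ticks the median over 100 splits of the libraries, the real split included, and the dashed line marks 921 genes, 5% of those tested. In every contrast, other splits gave both more and fewer genes than the real groups.

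The genes with the smallest p-value in each contrast are given as the largest signals found, not as changed genes, since none passed the threshold. In ICI against control it was Lsr, encoding the lipolysis-stimulated lipoprotein receptor (chromosome 7, 30957770 to 30973464). It was at 5.94 ± 0.840 CPM (SD, n = 5) in control, 3.83 ± 0.449 in ICI, 4.51 ± 0.181 in melanoma and 5.88 ± 0.518 in melanoma plus ICI. Its log2 fold change was -0.63 (SE 0.12, adjusted p 0.480), and it also led the interaction, at 1.02 (SE 0.16, adjusted p 0.0912). Over its alternatives the adjusted p of Lsr ran from 0.00844 to 0.919 for ICI against control and from 0.000121 to 0.577 for the interaction, with the lowest values under DESeq2. With 1 surrogate variable both passed as well, and the interaction also passed under voom and without the 2 libraries that lay apart on the first component. The edgeR interaction of Lsr also passed without control replicate 4, with an adjusted p of 0.0201, and without ICI replicate 4 or melanoma plus ICI replicate 3, with 0.0245 each. Lsr overlaps 2 genes on the opposite strand that hold 155% of its own counts, and strand use is not stated. In melanoma against control the leading gene was Mfsd2a (chromosome 4, 122946850 to 122961188), a lipid transporter of brain endothelium, at 15.5 ± 0.695 CPM in control, 16.7 ± 1.11 in ICI, 24.6 ± 2.36 in melanoma and 17.4 ± 4.23 in melanoma plus ICI. Its log2 fold change was 0.67 (SE 0.12, adjusted p 0.269), and its adjusted p ran from 0.00247 under DESeq2 to 0.749 over the alternatives, of which 3 put it past the threshold.

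In melanoma plus ICI against ICI the leading gene was Lyz2 (chromosome 10, 117277334 to 117282274), a lysozyme of myeloid cells, at 3.71 ± 1.16 CPM (SD, n = 5) in ICI and 7.41 ± 1.26 in melanoma plus ICI, with 6.38 ± 0.431 in control and 5.31 ± 1.07 in melanoma. Its log2 fold change was 0.99 (SE 0.18, adjusted p 0.318), and the adjusted p ran from 0.00198 under DESeq2 to 0.801 over the alternatives. Its paralog Lyz1 may share reads with it, which was not measured, and the treatment of reads that map to several places is not stated. For the averaged effect of melanoma it was Cd4 (chromosome 6, 124864692 to 124888221), at 0.421 ± 0.102 CPM in control, 0.279 ± 0.169 in ICI, 6.50 ± 6.67 in melanoma and 2.10 ± 3.40 in melanoma plus ICI. Its log2 fold change was 3.41 (SE 0.73, adjusted p 0.940), and the adjusted p ran from 0.00694 under DESeq2 to 1.00 over the alternatives. The value rested on 4 libraries with 6.64 to 16.3 CPM, while the other 16 had 0.0476 to 0.908. The remaining leading genes were weakly expressed. The gene 9630041A04Rik (chromosome 9, 101861841 to 101943228), at a mean of 0.279 CPM, fell by 1.78 on the log2 scale in melanoma plus ICI against melanoma (SE 0.33, adjusted p 0.592) and fell by 1.25 in the averaged effect of ICI (SE 0.24, adjusted p 0.760). Over the alternatives the adjusted p of 9630041A04Rik ran from 0.00783 to 0.987 and from 0.0238 to 1.00, each lowest under voom, and in the first contrast it was 0.0387 without melanoma plus ICI replicate 3. The gene lies opposite Ephb1, and the genes that overlap it hold 17192% of its counts. Clca3a1 (chromosome 3, 144729677 to 144760977), at a mean of 0.582 CPM, led melanoma plus ICI against control with a log2 fold change of 1.39 (SE 0.31, adjusted p 1.00) and no adjusted p under 0.782 in any alternative. An overlapping gene on the opposite strand, with 18.5% as many counts, leaves the counts of Clca3a1 uncertain. Its neighbouring paralog Clca3a2 may also share reads with it, which was not measured.

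Camera called between 2 and 12 of the 16 gene sets in each contrast. These calls rest on a preset correlation of 0.01 between genes, and camera also called at least 1 set in 96 to 100 of the 100 splits of the libraries, for every contrast. In ICI against control it called 12 sets, 1 higher and 11 lower, in melanoma against control 6, in melanoma plus ICI against control 2, in melanoma plus ICI against melanoma 6, and in melanoma plus ICI against ICI 10. It called 3 for the averaged effect of ICI, 7 for that of melanoma and 9 for the interaction. Under fry, 5 sets passed in melanoma plus ICI against ICI, 2 for the averaged effect of melanoma and 3 for the interaction, and 0 in the other 5 contrasts, where from 0 to 5 sets had an unadjusted p under 0.05. With the correlation estimated per set, 1 set passed in melanoma plus ICI against ICI and 1 for the averaged effect of melanoma, and it was the reactive astrocyte set in both.

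The reactive astrocyte set was thus the only set past the threshold under all 3 tests, in 2 of the 8 contrasts. In melanoma plus ICI against ICI its median log2 fold change was 0.47, with 15 of 18 genes higher and an adjusted p of 1.08e-06 by camera, 0.00172 by fry and 0.00975 with the estimated correlation. Its score was 2.17 ± 0.20 (SD, n = 5) in ICI and 2.68 ± 0.08 in melanoma plus ICI, against 2.48 ± 0.10 in control and 2.56 ± 0.15 in melanoma. The highest ICI library was at 2.46 and the lowest melanoma plus ICI library at 2.62. For the averaged effect of melanoma the median was 0.21, with 14 of 18 genes higher and adjusted p-values of 9.21e-07, 0.0185 and 0.0131 in the same order. That average combines melanoma plus ICI against ICI with melanoma against control, and in melanoma against control no change of the set was detected, with a median of -0.039, 8 of 18 genes higher and a camera adjusted p of 0.709. In ICI against control it was lower, by a median of -0.25 with 3 of 18 genes higher and adjusted p-values of 0.00107, 0.0694 and 0.136 by the 3 tests. It was higher in melanoma plus ICI against control, by a median of 0.20 with 15 of 18 genes higher and adjusted p-values of 0.0165, 0.449 and 0.307. The interaction had a median of 0.40, 13 of 18 genes higher and adjusted p-values of 0.00307, 0.0475 and 0.227. Gfap, the most common marker of reactive astrocytes, was lower in melanoma plus ICI against ICI and for the averaged effect of melanoma, by log2 fold changes of -0.21 (SE 0.16) and -0.16 (SE 0.12). Serpina3n fell most in these contrasts, by -0.59 and -0.33, and Timp1 was lower by -0.13 and -0.070. Cd44 was lower for the averaged effect only, by -0.066. Lcn2 rose most, by 4.15 and 3.49, from low counts. Without Lcn2 the set had adjusted p-values of 0.00748 by fry and 0.0330 with the estimated correlation for melanoma plus ICI against ICI, and of 0.0474 and 0.0614 for the averaged effect, where the last no longer passed. With the 4 tissue scores as covariates the set no longer passed under fry, with adjusted p-values of 0.0561 for melanoma plus ICI against ICI and 0.128 for the averaged effect of melanoma. Over all alternatives these adjusted p-values ran from 6.37e-10 to 0.0561 and from 1.12e-09 to 0.128.

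**Figure D4:**
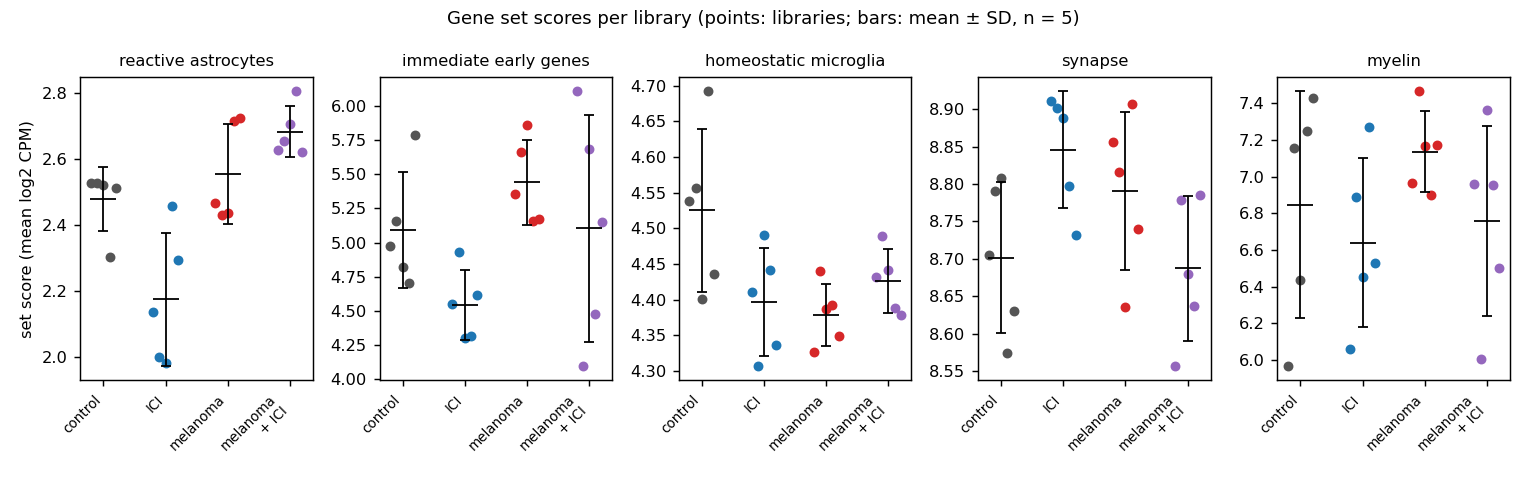
Scores of 5 gene sets per library, as mean log2 CPM of the set's genes, by group. Points are libraries and bars give the mean ± SD (n = 5), with a separate vertical scale in each panel. For reactive astrocytes the 5 ICI libraries lie at or below 2.46 and the 5 melanoma plus ICI libraries at or above 2.62, while all 4 groups overlap in the synapse and myelin panels.

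The other sets are reported as camera calls that did not hold under all 3 tests. Immediate early genes were called in 6 of the 8 contrasts, with a median log2 fold change of -0.35 for the averaged effect of ICI and 0.46 for that of melanoma, and in 0 contrasts under fry, where 1 contrast had an unadjusted p under 0.05. When each library was left out, these medians ran from -0.54 to -0.23 and from 0.32 to 0.57. Homeostatic microglia, myelin and both respiratory chain sets were called in 5 contrasts each. The type I interferon, antigen presentation, synapse and endothelial sets were called in 4 contrasts each. Reactive microglia were called in 3, complement and the inflammatory cytokine set in 2 each, and T cells in 1. Homeostatic microglia were lower in melanoma against control, by a median of -0.22, and the synapse set was higher in ICI against control, by a median of 0.13. The sets of neurodegeneration-associated genes and of adult neurogenesis were called in 0 contrasts, and their smallest adjusted p-values were 0.354 and 0.0634. At an unadjusted p under 0.05 the first had 0 contrasts and the second 1.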

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

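The tests of gene length and choroid plexus in control replicate 4 and melanoma plus ICI replicate 1, of striatal tissue behind Cd4, of neocortical tissue behind Trbc2 and of the library numbers were chosen only after the result was seen. So were the fits with tissue scores or without the GC and length trend. Each value was compared with the other 4 libraries of its group, and a library was singled out when its gap to the nearest one exceeded 0.71 of the group's range. Over 267 such comparisons of 67 measures, 27 values in 14 libraries stood apart, where chance alone gives about 1 in 20, or 13.35. The measures included 14 marker genes picked after their values had been seen. A narrower list without these genes was tried after the wider one, and it gave 18 of 212.

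Control replicate 4 stood apart in 6 measures. Its mitochondrial share of counts was 5.10%, against 3.27% to 3.62% in the other control libraries. Its score was 7.77 for the mitochondrially encoded respiratory chain, against 6.82 to 6.94, and 7.52 for the nuclear-encoded one, against 6.77 to 6.93. Its reactive astrocyte score was 2.30, below the 2.51 to 2.53 of the others. Aif1 was at 5.17 CPM, against 2.69 to 2.78, and C1qa at 54.8 CPM, against 26.6 to 31.9. This library resembled melanoma plus ICI replicate 1. Together they lay outside all 18 other libraries in 5869 of 18427 genes, 3156 higher and 2713 lower, or 31.9% where chance gives 1.05%. The next pair of the 190 reached 970 genes and the median pair 117. Short genes were higher and long genes lower in the pair. In 4 equal classes of rising gene length, the median log2 difference was 0.29, 0.13, -0.06 and -0.27. After the GC and length trend of every library had been removed, 4483 genes still lay outside, so gene length bias may be part of the pattern but the tables argue against it as the whole. Less choroid plexus was argued against as well, since 3 other libraries had as low a choroid plexus score without joining the pair. RNA quality or library preparation was not tested and stays open. As the pair comes from 2 different groups, no biological explanation was tested.

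Melanoma plus ICI replicate 3 stood apart in 5 measures. Its striatum score was 5.39, against 3.11 to 3.49 in its group, Adora2a was at 26.3 CPM, against 1.22 to 2.67, and Cd4 at 8.17 CPM, against 0.400 to 0.908. Its field CA3 score was 2.84, against 3.32 to 3.48, and Gfap was at 190 CPM, against 306 to 345. Melanoma replicates 1, 3 and 5 shared its high Cd4, which reached 6.64 to 16.3 CPM in these 4 libraries and 0.0476 to 0.908 in the other 16. All 4 of the libraries with the most Cd4 were the 4 with the highest striatum scores, so striatal tissue in the dissection is a candidate explanation. T cells in the hippocampus were argued against, since the summed count of Cd3d, Cd3e and Cd3g reached at most 2 in these 4 libraries, and between 0 and 7 in the others. All 4 belong to the tumour-bearing groups, which hold 10 of the 20 libraries, and Fisher's exact test of that gave a two-sided p of 0.0867. An effect of the tumour on Cd4 in striatal cells was not tested and stays open.

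Other libraries stood apart in tissue markers. The thalamus score of melanoma plus ICI replicate 4 was 4.47, against 3.99 to 4.13. The neocortex score of melanoma replicate 4 was 3.96, against 4.66 to 4.88, and the same library had Ttr at 3399 CPM, against 14.2 to 803, and Bsg at 441 CPM, against 313 to 339. Trbc2 was at 0.667 CPM in ICI replicate 5, against 0.0858 to 0.206. Over the 20 libraries, log2 Trbc2 followed the neocortex score with a Pearson r of 0.942 after removal of group means, so neocortical tissue may account for it. Ttr is the leading marker of choroid plexus and reached 5980 CPM in other libraries. The cause of the Bsg and thalamus values was not tested, and no biological explanation was tested for these libraries.

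The remaining libraries stood apart by small margins or few counts. ICI replicate 3 had 24674 detected genes, against 25540 to 25746, and its 9630041A04Rik was at 0.238 CPM, against 0.165 to 0.178. ICI replicate 5 had 3.50% mitochondrial counts, against 3.08% to 3.18%. The mitochondrially encoded respiratory chain score of melanoma replicate 5 was 6.52, against 6.88 to 6.97. Clca3a1 was at 0.944 CPM in ICI replicate 1, against 0.371 to 0.530, and Ctla4 at 0.367 CPM in melanoma plus ICI replicate 2, against 0 to 0.0890. Cd3d was at 0.0412 CPM in ICI replicate 4, 0.0866 in melanoma replicate 3 and 0.0890 in melanoma plus ICI replicate 5, and at 0 in the other libraries of these groups. Cd3g was at 0.118 CPM in control replicate 1 and 0.0427 in melanoma replicate 2, with 0 in the rest of each group. These Cd3 values stand for 1 to 3 counts, where counting error alone gives such gaps. No explanation was tested for this group of values.

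The effect of ICI differed between mice with and without a tumour in 9 gene sets by camera, in the interaction, with 8 higher and 1 lower. Of 100 splits of the libraries, 4 gave as many sets. Fry gave 3 and the estimated correlation 0, so these calls depend on the set test used. Among single genes, 0 passed the threshold and 1892 had an unadjusted p under 0.05, as many as in 13 of 100 splits, so chance stays open for the genes. In mean score, 7 of the 9 sets are crossed, with control and melanoma plus ICI on one side and ICI and melanoma on the other, an order that any large interaction favours. The other 2, reactive astrocytes and endothelium, are low in ICI alone, with melanoma above control. With the GC and length trend removed, 1700 genes had an unadjusted p under 0.05, and with the 4 tissue scores as covariates 1473. Both are above the 921 that chance gives if genes vary independently. No splits were drawn in these fits, and the pattern in genes is itself within what other splits give, so GC or length bias and neighbouring tissue both stay open. The numbers in the library names, whose meaning the labels do not give, run from 12 to 64 in ICI and melanoma and from 64 upwards in control and melanoma plus ICI. Of the ICI and melanoma libraries, 0 were numbered above the lowest of the others, so a batch that follows these numbers and the crossed pattern cannot be told apart. The same limit holds for the other contrasts, as the numbers interleaved in 0 of the 6 pairs of groups. A biological interaction of tumour and inhibitors also stays open, untested.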

How the results depend on the processing

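The fits with the GC and length trend removed, with tissue or meninges scores, on log2 CPM by camera, and without control replicate 4 and melanoma plus ICI replicate 1 were tests chosen only after the result was seen. The others were fixed beforehand.

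The count of 0 genes past the threshold held in all 8 contrasts under size factors, under no filter, with the replicate block, with the GC and length trend removed, and with tissue or meninges scores as covariates, where 251 to 2650 genes had an unadjusted p under 0.05. DESeq2 gave 1 gene in ICI against control, 8 in melanoma against control, 9 in melanoma plus ICI against ICI, 4 for the averaged effect of melanoma and 47 for the interaction. In the simulated comparison of ICI with control it also made 18 false calls where edgeR made 3, and for the real data the cause was not tested. Limma voom with quality weights gave 1 gene in melanoma against control, 25 in melanoma plus ICI against melanoma, 1 for the averaged effect of ICI and 19 for the interaction. Its weights were lowest for control replicate 4, at 0.140, and melanoma plus ICI replicate 1, at 0.264. With 1 surrogate variable there were 2 genes in ICI against control, 1 in melanoma plus ICI against ICI and 30 for the interaction. With only the 2 groups compared there were 3 in melanoma against control. Without control replicate 4 and melanoma plus ICI replicate 1 there was 1 for the interaction. The cause was not tested.

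Leaving out each library in turn kept 0 genes in ICI against control, melanoma plus ICI against control, melanoma plus ICI against ICI and both averaged effects. It gave 0 to 1 in melanoma against control, with 1 without control replicate 2, and 0 to 12 in melanoma plus ICI against melanoma, with 12 without melanoma plus ICI replicate 3. For the interaction it gave 0 to 11, with 11 without melanoma plus ICI replicate 3, 2 without ICI replicate 4, and 1 each without control replicate 4 or melanoma replicate 4. Among named genes, Lsr in the interaction had an adjusted p from 0.000121 to 0.577 over its alternatives.

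The number of camera sets was within 1.5 times under size factors, log2 CPM and the replicate block. Fry gave 0 sets in all contrasts but melanoma plus ICI against ICI, with 5, the averaged effect of melanoma, with 2, and the interaction, with 3. With the correlation estimated per set the number was 1 in melanoma plus ICI against ICI, 1 for the averaged effect of melanoma and 0 elsewhere. Fry with the meninges score gave 1 set in each of these 2 contrasts and 0 elsewhere. Fry with tissue scores gave the same numbers of sets, but the reactive astrocyte set, which passed with the meninges score, was not among them. Fry with the GC and length trend removed gave 4 and 2 in these contrasts and 0 elsewhere. Where these 5 tests gave 0, from 0 to 5 sets had an unadjusted p under 0.05. Camera with the meninges score gave 7 sets in ICI against control and 5 in melanoma plus ICI against ICI. With tissue scores melanoma plus ICI against control had 1. With the GC and length trend removed there were 3 in melanoma plus ICI against melanoma and 6 in melanoma plus ICI against ICI. In melanoma plus ICI against melanoma there were also 3 with 1 surrogate variable and 3 without control replicate 4 and melanoma plus ICI replicate 1. Fry also called 2 sets that camera did not, T cells in melanoma plus ICI against ICI, at adjusted p-values of 0.0328 by fry and 0.0549 by camera, and the inflammatory cytokine set in the interaction, at 0.0475 and 0.147. The cause was not tested.

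When each library was left out, sets ranged from 9 to 13 in ICI against control, 5 to 8 in melanoma against control, 0 to 4 in melanoma plus ICI against control, 2 to 6 in melanoma plus ICI against melanoma, 7 to 13 in melanoma plus ICI against ICI, 3 to 5 for the averaged effect of ICI, 4 to 10 for that of melanoma and 6 to 9 for the interaction. In melanoma plus ICI against control it was 0 without melanoma plus ICI replicate 4, 1 without control replicate 1 or 4, and 4 without control replicate 2 or melanoma plus ICI replicate 1. In melanoma plus ICI against melanoma it was 2 without melanoma plus ICI replicate 2 and 3 without its replicate 1 or 4. It was 5 for the averaged effect of ICI without control replicate 4, and 4 for that of melanoma without control replicate 1 or ICI replicate 1. Of the 55 set calls, 26 passed in every fit that left out a library, and 0 passed in every other alternative. The reactive astrocyte set passed in 12 of 13 of these, both in melanoma plus ICI against ICI and for the averaged effect of melanoma. The exception was fry with tissue scores, at adjusted p-values of 0.0561 and 0.128, where the medians were 0.37 and 0.18. Over all alternatives the adjusted p ran from 6.37e-10 to 0.0561 and from 1.12e-09 to 0.128. The set in melanoma plus ICI against control was no longer past the threshold in camera with tissue scores, at 0.205, or with the meninges score, at 0.120, nor without control replicate 1, at 0.0510, control replicate 4, at 0.199, or melanoma plus ICI replicate 4, at 0.0850, and there the range was 0.00362 to 0.924.

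The direction of the set test changed for 2 called sets, each time without passing the threshold. The nuclear-encoded respiratory chain in ICI against control moved to a median of 0.0187 with 1 surrogate variable and 0.00805 without control replicate 4 and melanoma plus ICI replicate 1. When each library was left out, its median ran from -0.25 to 0.00811, the last without control replicate 4. In melanoma plus ICI against ICI this set moved to -0.0148 with 1 surrogate variable. The type I interferon set in melanoma plus ICI against ICI moved to -0.14 with tissue scores and to -0.10 with the meninges score, each under camera and fry. For the averaged effect of melanoma its test turned lower with tissue scores under camera and fry, at a median of 0.0191. The median also changed sign, with the test in its old direction but no longer past the threshold, in 5 other cases. These were immediate early genes in melanoma plus ICI against melanoma without melanoma plus ICI replicate 2, at 0.047, and the mitochondrially encoded respiratory chain in that contrast with the GC and length trend removed, at -0.014. The endothelial set moved to -0.041 in melanoma plus ICI against ICI and to -0.066 in the interaction with tissue scores, and the type I interferon set to -0.012 for the averaged effect of melanoma with the meninges score. Fry in the same fits shares the last 4 of these medians. The cause was not tested. Among other single results, 326 set values were no longer past the threshold, 13 gene values came past it and 89 gene values changed sign on the same side of it, leave-one-out fits aside.

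The replicate numbers were checked for pairing. Deviations from the group mean had a mean correlation of 0.0317 over the 30 pairs of libraries with the same number, 10 of them above 0.1, against -0.00678 over 120 pairs with different numbers, so the numbers do not pair the samples. With the replicate block, 0 genes passed in all 8 contrasts, with 345 to 1728 at an unadjusted p under 0.05, and 12, 8, 2, 6, 11, 3, 7 and 9 sets passed, in the order in which the contrasts are listed above for the left-out libraries. The median log2 fold change of all genes was at most 0.042 in size under each of these settings.

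Depth limits the weakly expressed genes. Pdcd1 and Ctla4, with 4 to 20 counts summed over a group, fell below the filter. They were not tested, so whether the antibody targets' transcripts changed stays open at this depth.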

Other observations

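The test of immediate early genes moving together within groups, and of Trbc2 against the neocortex score, were chosen only after the result was seen. So were the fits with tissue or meninges scores and without the GC and length trend. The meninges and Lcn2 tests of the reactive astrocyte set were thought of after looking at scores and members, though before their own values were known. Of the relations across libraries, 4 were computed, with group means removed and labels permuted 100000 times within groups, and adjusted together.

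The real grouping gave no more genes at an unadjusted p under 0.05 than many other groupings of the same libraries. As many genes were found in 37 of 100 splits for ICI against control, 30 for melanoma against control, 72 for melanoma plus ICI against control, 20 for melanoma plus ICI against melanoma, 8 for melanoma plus ICI against ICI, 71 for the averaged effect of ICI, 45 for that of melanoma and 13 for the interaction. Chance can thus produce each of these counts. Some splits went past the threshold where the real groups did not. A split of melanoma plus ICI and control had 2229 genes past it, and 6 of the 100 splits of that pair had at least 1.

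Counts of camera sets were less common among the splits in some contrasts. As many sets were found in 2 of 100 splits for ICI against control and 2 for melanoma plus ICI against ICI, and in 4 for the interaction. These 3 are the smallest of 8 shares and all use the ICI libraries, with no allowance for that choice, so they are not independent evidence and chance stays open. In the other contrasts it was 16 for melanoma against control, 87 for melanoma plus ICI against control, 13 for melanoma plus ICI against melanoma, 69 for the averaged effect of ICI and 6 for that of melanoma. Set by set, 11 of the 128 combinations of set and contrast had as small a p in fewer than 5 of 100 splits, where chance gives 5.12, and 9 of these were among the 55 camera calls.

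Of the camera calls, the reactive astrocyte set held in the most alternatives. As small a camera p for it was found in 4 of 100 splits for melanoma plus ICI against ICI and in 1, the real one, for the averaged effect of melanoma. It was picked out of 128 combinations, so these shares are not independent evidence. GC or length bias was argued against as the whole cause, since with that trend removed the adjusted p was 9.07e-08 and 8.58e-08 by camera and 0.00134 and 0.0122 by fry, for the 2 contrasts in that order. Neighbouring tissue stays open. With the 4 tissue scores as covariates the set passed by camera, at 9.89e-05 and 2.05e-05, but not by fry, at 0.0561 and 0.128, while the median log2 fold change went from 0.47 to 0.37 and from 0.21 to 0.18. Over all alternatives the adjusted p ran from 6.37e-10 to 0.0561 and from 1.12e-09 to 0.128. Meningeal tissue in the dissection stays open too. The meninges score was lowest in ICI, at 2.65 ± 0.77 (SD, n = 5), and highest in melanoma plus ICI, at 3.68 ± 0.48. It was 3.24 ± 0.59 in control and 3.09 ± 0.62 in melanoma. With the meninges score as a covariate the set still passed, at 0.00509 and 0.000214 by camera and 0.0198 and 0.0219 by fry. The median log2 fold change dropped from 0.47 to 0.31 and from 0.21 to 0.11 in that fit. The meninges score was fitted without the 4 tissue scores and may measure such tissue imperfectly, so the fit cannot exclude it as the cause. The meninges score and the reactive astrocyte score rose together over the 20 libraries, with a Pearson r of 0.672 (permutation p = 0.00803, adjusted 0.0135) and a Spearman rho of 0.699 (permutation p = 0.00435, adjusted 0.0058). Without the 2 libraries farthest in meninges score r was 0.493. The choroid plexus score gave an r of 0.554 (permutation p = 0.0101, adjusted 0.0135), a rho of 0.626 (permutation p = 0.00317, adjusted 0.0058) and an r of 0.687 without 2 libraries. The set shares 0 genes with the meninges list. Lcn2 as the sole driver was argued against, as the fry adjusted p without it was 0.00748 and 0.0474, though the second no longer passed with the estimated correlation, at 0.0614.

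Lcn2 itself was uneven. It had 82 counts in melanoma plus ICI replicate 1, 68 in melanoma replicate 4, 60 in melanoma replicate 1, 56 in melanoma plus ICI replicate 3 and 14 in melanoma replicate 3, and 0 to 8 in the other libraries. The 4 largest values are thus in tumour-bearing mice, while 5 of the 10 tumour-bearing mice were in the range of the tumour-free ones. An inflammatory response in some tumour-bearing animals is one hypothesis, which fits a rise in Lcn2 and other members. It does not account for the members that were lower in both melanoma plus ICI against ICI and the averaged effect of melanoma. These were Serpina3n, at log2 fold changes of -0.59 and -0.33, Timp1, at -0.13 and -0.070, and Gfap. The fall of Gfap, at -0.21 (SE 0.16) and -0.16 (SE 0.12), was small beside its SE, so Gfap does not decide the question. In melanoma against control the median of the set was -0.039, with 8 of 18 genes higher and a score of 2.56 ± 0.15 against 2.48 ± 0.10 (SD, n = 5), so whether the tumour alone raises it stays undecided. Melanoma plus ICI lay above control, by a median of 0.20, and as small a camera p for that was found in 1 of 100 splits, the real one, but with tissue scores its camera adjusted p was 0.205 and with the meninges score 0.120, within a range of 0.00362 to 0.924 over its alternatives. A batch shared by the low-numbered ICI and melanoma libraries is argued against for this set, since its score was 2.56 ± 0.15 (SD, n = 5) in melanoma and 2.17 ± 0.20 in ICI, against 2.48 ± 0.10 in control. A batch of the ICI libraries alone cannot be told apart from the group, as the library numbers interleaved in 0 of the 6 pairs of groups.

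Trbc2, a T cell receptor gene, ran from 0.0858 to 10.5 CPM. Its log2 CPM, taken here after a small constant was added to the CPM, followed the neocortex score. The Pearson r was 0.942 (permutation p = 3e-05, adjusted 0.00012) and the Spearman rho 0.922 (permutation p = 1e-04, adjusted 4e-04). Without the 2 libraries farthest in neocortex score r was 0.898. The summed counts of the Cd3 genes and Trac were put on the log2 scale in the same way. Against these, r was -0.326 (permutation p = 0.168, adjusted 0.168), rho -0.460 (permutation p = 0.0521, adjusted 0.0521) and r without 2 libraries -0.338. T cells are thus argued against as the source of the variation, and transcripts of this locus in neocortical tissue are a candidate source. Cd4 and Trbc2 are 2 of the 5 tested members of the T cell set, and they had its largest changes in the averaged effect of melanoma, 3.41 and 1.65 on the log2 scale, so the camera call of that set may reflect dissection rather than T cells. The set also passed under fry in that contrast. It held in 10 of 13 alternatives and in 20 of 20 fits that left out a library, so whether dissection accounts for the call stays open.

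Immediate early genes, which respond to neuronal activity and to handling, were lower with ICI and higher with melanoma by camera. Different amounts of neighbouring tissue stay open. With the 4 tissue scores as covariates the set stayed past the camera threshold in 2 of 2 averaged contrasts, with medians of -0.44 against -0.35 and 0.40 against 0.46. But as small a camera p as the real one was found in 4 and 7 of 100 splits, and fry with these scores passed in neither, at adjusted p-values of 0.246 and 0.422, within ranges over the alternatives of 3.08e-22 to 0.469 for ICI and 2.60e-21 to 0.422 for melanoma. Under fry it was past in 0 of the 2, at unadjusted p-values of 0.0725 for ICI and 0.0477 for melanoma, which is consistent with genes of the set moving together within groups, as the score ran from 4.09 to 6.11 within melanoma plus ICI alone. Fry also tests another null hypothesis than camera, so this is not the only reading. Time of day and handling at harvest were not tested and stay open, as does an effect of the treatments.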
